A study of Homo sapiens with 12 samples. Its data were reported in "Loss of luminal lineage drives resistance to next-generation ERα antagonists in pretreated ER+ HER2− locally-advanced or metastatic breast cancer" (2026).

How the data were processed

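RNA was measured in 12 bulk RNA sequencing libraries from 2 human breast cancer cell lines, MCF-7 and T-47D, both of which carry the estrogen receptor alpha (ERα). Per the labels, cells of each line were either untreated or held in 100 nM giredestrant, an oral ERα antagonist and degrader, for 2 or 4 months, which made 6 groups of 2 libraries. The labels number no replicates, so the 2 libraries of a group were told apart only by a number in accession order. Nothing in the labels says whether they came from separate cultures, while the study calls them biological replicates. The p-values given here therefore measure only the spread between these samples, which may be technical.

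The authors deposited 1 table per library with 58302 genes and 3 values per gene. The first was the count, a whole number of reads per gene in raw counts, and the counts of a library summed to between 21840452 and 38510647. The second was the rpkm column, which the authors deposited as the count scaled by the gene width in kilobases and by a library total. The counts made up 85.5% to 86.4% of that total. The third was the gene width in bases, a deposited column of kind other, which served only to describe what was counted. According to the study's methods, low-quality, ribosomal and adapter reads were removed in the HTSeqGenie workflow, the remaining reads were placed on GRCh38 with GSNAP, and unambiguous reads were counted over GENCODE exons. The deposited widths lay within 10% of the full gene span, introns included, for 81.5% of the 31629 genes whose span exceeded their summed exons at least 1.5-fold, and within 10% of the summed exons for 0.58%. Whether intronic reads were counted is therefore open. The labels and the methods name different RNA kits, library kits and culture media, and neither library kit keeps the strand, so antisense transcripts count toward an overlapping gene. The methods also say that giredestrant was taken off some time before experiments, and whether this applied to these RNA samples was not stated.

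Gene identifiers were matched to GENCODE 44 on GRCh38, and 57532 of them (98.7%) matched. Reads of unmatched identifiers took at most 0.117% of any library. Genes were filtered with the default settings of filterByExpr, which left 18496 genes. Counts were scaled by TMM and tested with limma-voom (limma 3.58.1, edgeR 4.0.16, R 4.3.3), following the study's choice of tool. All 12 libraries entered 1 fit with 1 mean per group and no covariate, which left 6 residual degrees of freedom and 11.87 prior degrees of freedom. Tests were two-sided and adjusted by Benjamini-Hochberg over all genes tested. A gene was called changed at an adjusted p under 0.05, and changed at least 2-fold when its log2 fold change was also at least 1 in size. Fold changes are on the log2 scale with their SE, and levels are CPM as edgeR computes them, counts scaled to a common library total, as mean ± SD of 2 libraries. The comparisons were 4 months and 2 months against untreated cells, 4 months against 2 months, and the difference between the lines in their change from untreated.

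A group of 2 against another of 2 cannot reach an exact two-sided p below 0.333, and the libraries of 2 such groups fail to overlap by chance for 33.3% of genes. Where a group had no count, the fold was computed against a floor of 3 counts over its 2 libraries and is given as a lower bound. Where a group had 1 to 3 counts, the ratio is given with its 95% counting interval. Intervals and floors cover counting error only, and the sequenced fragments carried no molecular identifiers.

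Genes were named by a rule with 3 parts. Named outside it were a few luminal factors, marked where they appear, the full chromosome X list and the interferon ligand genes. The first was 19 fixed genes of ERα action, luminal identity, proliferation and resistance pathways. The second took protein-coding genes changed at least 2-fold, with a mean of at least 10 CPM in 1 of the groups and no overlap between libraries, ranked by fold: 8 rises and 8 falls at 4 months against untreated, and 5 and 5 in the other comparisons, the line difference at 4 months included. The third took up to 4 members of each gene list with the lowest adjusted p at 4 months. The rule, the tests, the lists and 21 alternatives were fixed before the data were examined.

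The 31 gene lists were written by hand. Those of ERα-induced genes, ERα-repressed genes, luminal transcription factors and mitogen-activated protein kinase (MAPK) targets hold the members the study's methods name. Another list holds 7 chromosome X genes that the study names as lost from MCF-7 cells. The other lists are textbook sets: YAP/TAZ-TEAD, Wnt/beta-catenin, IL2/STAT5, NF-kB, p53 and TGF-beta targets, S-phase and E2F targets, G2/M and mitosis, type I interferon-stimulated genes, MHC class I antigen presentation, cholesterol biosynthesis, androgen-responsive genes, basal and myoepithelial markers, mesenchymal genes, epithelial junction genes with luminal keratins, receptor tyrosine kinases with their ligands, hypoxia and glycolysis, the unfolded protein response, oxidative phosphorylation, MYC targets with ribosome biogenesis, immediate early and heat shock genes, neuroendocrine markers, drug efflux and conjugation, and markers of fibroblasts, leukocytes and endothelium. Many of these textbook sets cover pathways that the study names, among them the YAP/TAZ-TEAD, Wnt, IL2/STAT5, interferon and androgen lists. Some of their members are also genes that the study names. Calls of such lists are therefore not independent evidence for those pathways. The annotated gene set collections used by the study were not used here.

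Lists were tested with camera at a preset inter-gene correlation of 0.01, adjusted over the 31 lists of a comparison. Camera with an estimated correlation and fry, which asks only whether a list's own genes moved on balance in 1 direction, were run beside it. With the estimated correlation the call was kept for 4 lists in MCF-7 at 4 months and 4 at 2 months, for 1 in T-47D at 4 months and 2 at 2 months, and for 0 in the comparisons of 4 with 2 months or between lines. Signature scores were the mean over a list of each gene's z-score across the 12 libraries. Overlaps of calls were set beside the product of the 2 list sizes over the genes tested and tested with a two-sided Fisher exact test. Because 2 comparisons in a line share untreated libraries, 20 draws of unchanged groups against the same controls were simulated.

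Alternatives included edgeR's quasi-likelihood test, DESeq2 1.42.0, RLE scaling, library totals alone, other filters, smaller fits, quality weights and leaving out each library. Another 3 were chosen after seeing the data: removing each library's trend over GC content and transcript length, leaving out mitochondrial genes, and fitting the 10 libraries without T-47D at 2 months. Scans over 10 Mb windows, gene families and biotypes, and the interferon ligand counts, were also chosen after seeing the data.

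The steps were tested on simulated data for MCF-7 at 4 months against untreated, with 18496 genes of which 200 were changed. Limma-voom recovered 76.1% of 67 genes changed 1.5-fold, 86.6% of 67 changed 2-fold and 98.5% of 66 changed 4-fold, with 6 false calls among 18296 unchanged genes. EdgeR recovered 79.1%, 89.6% and 98.5% with 10 false calls, and DESeq2 68.7%, 85.1% and 95.5% with 6. Camera called the 1 list that had been raised and 0 of the others. Genes were drawn independently of each other there, so how camera behaves on correlated genes was not tested. The trend removal lowered the mean size of a library's Spearman correlation with GC content, taken across genes, from 0.197 to 0.00778. Only a trend over GC content was simulated, so removal of a length trend was not tested there. Figures were drawn with matplotlib 3.10.9 under Python 3.11.15.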

Results

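Messenger RNA of MCF-7 and T-47D cells, 2 human lines of ERα-positive luminal breast cancer, was sequenced without treatment and after 2 and 4 months in 100 nM giredestrant, which blocks and degrades ERα. Each of the 6 groups had 2 libraries. Total counts were 38510647 and 23426777 in untreated MCF-7 cells, 27434336 and 23467125 at 2 months, and 24401718 and 27411491 at 4 months. In T-47D cells they were 25421378 and 25288254 without treatment, 23772219 and 21840452 at 2 months, and 25587594 and 28158254 at 4 months. The first principal component (63.6% of the variance) separated the lines, and the second (15.9%) separated the untreated libraries from all treated ones. Mitochondrial transcripts took between 1.75% and 7.25% of the counts of a library, with the lowest shares in T-47D at 4 months and the highest in T-47D at 2 months.

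The comparison of MCF-7 cells at 4 months with untreated cells asks what the cells express once they grow in the presence of the drug. Most ERα-induced genes, S-phase genes and interferon-stimulated genes fell, and genes that ERα normally holds down rose, as did EGFR and ERBB2. Of 18496 genes tested, 5384 were higher and 5803 lower, and 2427 were higher and 1962 lower at least 2-fold. ESR1 (ENSG00000091831, chromosome 6, 151656691 to 152129619 on GRCh38), which encodes ERα, fell from 457.6 ± 28.6 to 198.3 ± 0.963 CPM (n = 2 each). PGR (ENSG00000082175, chromosome 11, 101029624 to 101129813), the progesterone receptor gene and a classical estrogen target, fell from 53.7 ± 3.19 CPM to no count, at least 912-fold lower. GREB1, an ERα coactivator that estrogen induces, went from 684.4 ± 7.94 to 6.617 ± 0.559 CPM (log2 fold change -6.69 ± 0.10 SE, adjusted p = 3.04e-19), with both libraries lower. TFF1, a secreted trefoil peptide induced by estrogen, fell (-1.13). AREG, an EGFR ligand that estrogen also induces, rose (0.47).

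Among the 20 ERα-induced genes tested in MCF-7, 18 fell and 2 rose, over all genes tested and adjusted over the list alone (median log2 fold change -1.40, camera adjusted p = 1.88e-07). The members were taken from the study, so the count is not independent evidence of its direction. OLFM1, a secreted neuronal glycoprotein, fell (-1.74). IGFBP4, a binding protein for insulin-like growth factors, rose (0.67). All 14 ERα-repressed genes tested rose (median 1.90, adjusted p = 3e-09, counts alike adjusted over the list alone and likewise not independent evidence of its direction). They included BCAS1, a gene first found amplified in breast cancer (6.58), EGLN3, an oxygen-sensing hydroxylase (3.18), BAMBI, a decoy receptor for TGF-beta (2.83), and the cyclin gene CCNG2 (1.13). Both lists kept their call with an estimated correlation (adjusted p = 0.0307 for each).

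The luminal transcription factors moved in both directions in MCF-7 at 4 months. Of 14 tested, 4 rose and 9 fell, also adjusted over the list alone, and the list as a whole did not pass (median -0.61, adjusted p = 0.0693), though it passed without untreated replicate 1 (adjusted p = 0.0378). The members come from the study and the count is not independent evidence of its direction. FOXA1, the pioneer factor that opens ERα sites, rose from 298.3 ± 11.5 to 534.4 ± 25.8 CPM (0.84). GATA3, a luminal lineage factor (-0.38), AR, the androgen receptor (-0.63), XBP1, a secretory pathway factor (-0.68), and RARA, a retinoic acid receptor (-0.65), fell. Among list members outside the naming rule, DACH1, a cell fate factor (-4.41), and ZNF703, a luminal amplicon gene (-0.78), also fell. SPDEF, an epithelial ETS factor likewise outside the rule, rose (1.13).

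MAPK targets rose in MCF-7. Of the 9 tested, 7 were higher and 1 lower, also adjusted over the list alone (median 1.33, adjusted p = 0.00647, and adjusted p = 0.257 with an estimated correlation). The list is from the study and is not independent evidence of its direction. SPRY4 (4.36), an inhibitor of receptor signalling, DUSP4 (3.69), a MAPK phosphatase, EPHA2, an ephrin receptor, and CCND1 (0.53), the cyclin D1 gene, rose. EPHA4, another ephrin receptor, fell (-1.40). DUSP6, another MAPK phosphatase, lay at 1.399 ± 0.417 CPM without treatment and 1.125 ± 0.449 CPM at 4 months and did not pass (adjusted p = 0.289). EGFR, the receptor that feeds this pathway, rose from 3.168 ± 0.454 to 58.02 ± 2.67 CPM (4.16 ± 0.14 SE), and ERBB2, which encodes HER2, from 108.3 ± 1.75 to 332.7 ± 16.1 CPM (1.62). Of 27 receptor tyrosine kinases and ligands, 12 rose and 8 fell over all genes tested, 13 and 8 adjusted over the list alone (median 0.34, adjusted p = 0.189).

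YAP/TAZ-TEAD targets were higher in MCF-7, with 17 of 25 up and 5 down, also adjusted over the list alone (median 0.72, adjusted p = 0.00279, and adjusted p = 0.257 with an estimated correlation). The matricellular genes CCN2 (3.39) and CCN1 (0.76), IGFBP3 (4.46), another growth factor binding protein, and the Rac activator DOCK5 (2.44) rose. YAP1 (-0.35) and TEAD4 (-0.55), the coactivator and DNA-binding partner of this pathway, fell. Wnt/beta-catenin targets (5 up, 6 down of 17, median -0.33, adjusted p = 0.594) and IL2/STAT5 targets (7 up, 9 down of 16, median -0.57, adjusted p = 0.934) did not pass as lists. The counts were the same adjusted over the list alone. Within them APCDD1, a Wnt inhibitor (5.15), TNFRSF21, a death receptor (4.30), and the cytokine receptor gene IL4R (2.81) rose. RNF43, a ubiquitin ligase that removes Wnt receptors (-1.87), and PRLR, the prolactin receptor gene (-3.46), fell.

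Cell division genes fell in MCF-7. Of 30 S-phase and E2F targets 29 fell and 1 rose (median -0.92, adjusted p = 7.37e-12, kept with an estimated correlation at 0.0307). All 30 G2/M and mitosis genes fell (median -1.13, adjusted p = 2.19e-16, and adjusted p = 0.0669 with an estimated correlation). The counts were the same adjusted over the list alone. The replication genes MCM10 (-1.57) and ORC1 (-1.61), CDK1, the mitotic kinase gene (-1.79), and AURKB, a spindle checkpoint kinase (-1.85), were among them. MKI67, which encodes the proliferation marker Ki-67, went from 428.5 ± 37.2 to 174.6 ± 1.25 CPM (-1.30). FOXM1, which drives mitotic genes, fell (-0.91). MYC and ribosome biogenesis genes fell (1 up, 26 down of 31, also adjusted over the list alone, median -0.48, adjusted p = 1.11e-07, and adjusted p = 0.203 with an estimated correlation). They included the nucleolar gene NOLC1 (-1.32) and the polyamine enzyme gene ODC1 (-1.31). Oxidative phosphorylation genes fell (0 up, 23 down of 28, 24 down adjusted over the list alone, median -0.43, adjusted p = 2.77e-05, and adjusted p = 0.257 with an estimated correlation). They included COX6C, a subunit of cytochrome oxidase (-3.02).

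Interferon-stimulated genes showed the largest shift of any list in MCF-7 at 4 months. Of 29 tested, 28 fell and 1 rose, also adjusted over the list alone (median -4.25, adjusted p = 2.13e-16, kept with an estimated correlation at 0.0383). IFI44, a cytosolic antiviral protein gene, went from 91.57 ± 6.5 CPM to no count, at least 1592-fold lower, and its neighbour IFI44L to 2 counts, a 2177-fold ratio (95% counting interval 602.3 to 17980). IFI27, a mitochondrial interferon-induced protein gene, fell from 272.2 ± 20.1 to 0.1146 ± 0.0456 CPM (-11.01), and BST2, which tethers budding virus (-9.47), IFI6, an inhibitor of apoptosis (-4.91), and RIGI, a sensor of viral RNA (-4.06), fell. MHC class I genes fell with them, 11 of 15 lower and 1 higher, also adjusted over the list alone (median -0.65, adjusted p = 0.000255, and adjusted p = 0.107 with an estimated correlation). B2M, the light chain (-1.09), and HLA-A (-0.64) and HLA-B (-0.44), whose reads may come partly from their paralogs, fell.

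Of the 8 genes with the largest rises in MCF-7 at 4 months, 6 had 3 counts or fewer before treatment. SIGLEC6, a sialic acid receptor of placenta and immune cells, rose from no count to 33.62 ± 0.0036 CPM, at least 707-fold, and SYT16, a synaptotagmin, and VGLL1, a TEAD cofactor, from no count by at least 703-fold and 461.7-fold. LUM, a collagen-binding proteoglycan of the fibroblast list, PTPRM, a receptor phosphatase, and AMTN, an enamel protein gene, rose from 2 or 3 counts, with ratios of 1640 (95% counting interval 453.5 to 13550), 690.4 (235.8 to 3351) and 467 (159.4 to 2268). PSCA, a surface antigen of the ERα-repressed list (9.10), and ZNF175, a zinc finger gene (8.75), were the others. The largest falls beside PGR and the interferon genes were GFRA1, a GDNF receptor and estrogen target (1535 ± 78.8 to 0.5087 ± 0.0964 CPM, -11.52), BMP5, a bone morphogenetic protein (at least 525.5-fold lower), and TDRD1, a germ cell gene (1391-fold lower, 95% counting interval 249.4 to 54990).

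For the remaining lists in MCF-7 at 4 months, counts are over all genes tested and the same adjusted over the list alone except where a second count follows. Past the test were the epithelial junction genes and luminal keratins (17 up, 6 down of 25, median 0.45, adjusted p = 0.000244, and adjusted p = 0.257 with an estimated correlation), with KRT7, a simple epithelial keratin (3.87), and TACSTD2, which encodes TROP2 (2.35). The androgen-responsive genes (12 up, 4 down of 23, median 0.37, adjusted p = 0.0127, and adjusted p = 0.257 with an estimated correlation) included TMPRSS2, a membrane protease (2.84), and NDRG1, a stress-induced gene (4.55). The p53 targets (15 up, 5 down of 24, 6 down adjusted over the list alone, median 0.42, adjusted p = 0.0071, and adjusted p = 0.257 with an estimated correlation) included GDF15, a stress cytokine (2.67), and BTG2, a growth inhibitor (2.51). The drug efflux and conjugation genes (12 up, 6 down of 22, median 0.41, adjusted p = 0.024, and adjusted p = 0.145 with an estimated correlation) included the transporters ABCC3 (19.74 ± 2.33 to 453.1 ± 54.1 CPM, 4.50) and ABCC4 (3.27). Unfolded protein response genes fell (5 up, 16 down of 26, median -0.42, adjusted p = 0.0119, and adjusted p = 0.273 with an estimated correlation), with the chaperone genes PDIA4 (-1.15) and MANF (-0.96). Against this direction, HERPUD1 of the same list rose from 45.26 and 47.12 CPM to 174.8 and 170.3 CPM. Endothelial markers rose (5 up, 0 down of 6, median 1.24, adjusted p = 0.0232, and adjusted p = 0.145 with an estimated correlation), among them KDR, a VEGF receptor (5.19).

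Several lists did not pass in MCF-7 at 4 months. These were hypoxia and glycolysis (17 up, 8 down of 27, 9 down adjusted over the list alone, adjusted p = 0.0565), TGF-beta targets (11 up, 7 down of 20, adjusted p = 0.207), basal and myoepithelial markers (8 up, 6 down of 20, adjusted p = 0.189), and mesenchymal genes (6 up, 11 down of 23, adjusted p = 0.588). NF-kB targets (4 up, 5 down of 16, adjusted p = 0.723), cholesterol biosynthesis (6 up, 12 down of 24, adjusted p = 0.269), and immediate early and heat shock genes (9 up, 9 down of 21, adjusted p = 0.837) did not pass either. The same held for neuroendocrine markers (1 up, 4 down of 9, adjusted p = 0.248), fibroblast markers (2 up, 1 down of 5, adjusted p = 0.207) and leukocyte markers (2 up, 1 down of 5, 3 up adjusted over the list alone, adjusted p = 0.664). Their members still moved in part: TGFBI, a TGF-beta induced matrix gene (4.35), LAMC2, a laminin chain (4.13), and ID1, a BMP target (2.92), rose. CA12, a carbonic anhydrase that ERα induces (-3.80), CD44, a hyaluronan receptor (-3.05), and IER3, an early response gene (-2.40), fell.

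The chromosome X genes that the study names as lost from MCF-7 cells at 4 months were lower in RNA. All 7 fell (median -0.84, adjusted p = 0.00139, and adjusted p = 0.145 with an estimated correlation), also adjusted over the list alone, and the list is not independent evidence of its direction. They were UBE2A, a ubiquitin-conjugating enzyme (-0.54), XIAP, an apoptosis inhibitor (-0.31), STAG2, a cohesin subunit (-0.84), and BCORL1, a corepressor (-1.15). PHF6, a chromatin reader (-1.08), RPL10, a ribosomal protein gene with many pseudogenes (-1.07), and ATP6AP1, a proton pump subunit (-0.14), were the others. Between the first and last of them (chromosome X, 119474802 to 154436516), the other 163 genes tested had a median log2 fold change of -0.56 relative to the autosomes, with 16 higher and 95 lower. The short arm lay at -0.04 (281 genes), and the same segment in T-47D cells at 0.02. The shift in MCF-7 was already present at 2 months, with the segment at -0.52 (17 higher, 87 lower) and the 7 genes at -0.70 relative to the autosomes, and changed little from 2 to 4 months (segment -0.06).

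**Figure D1:**
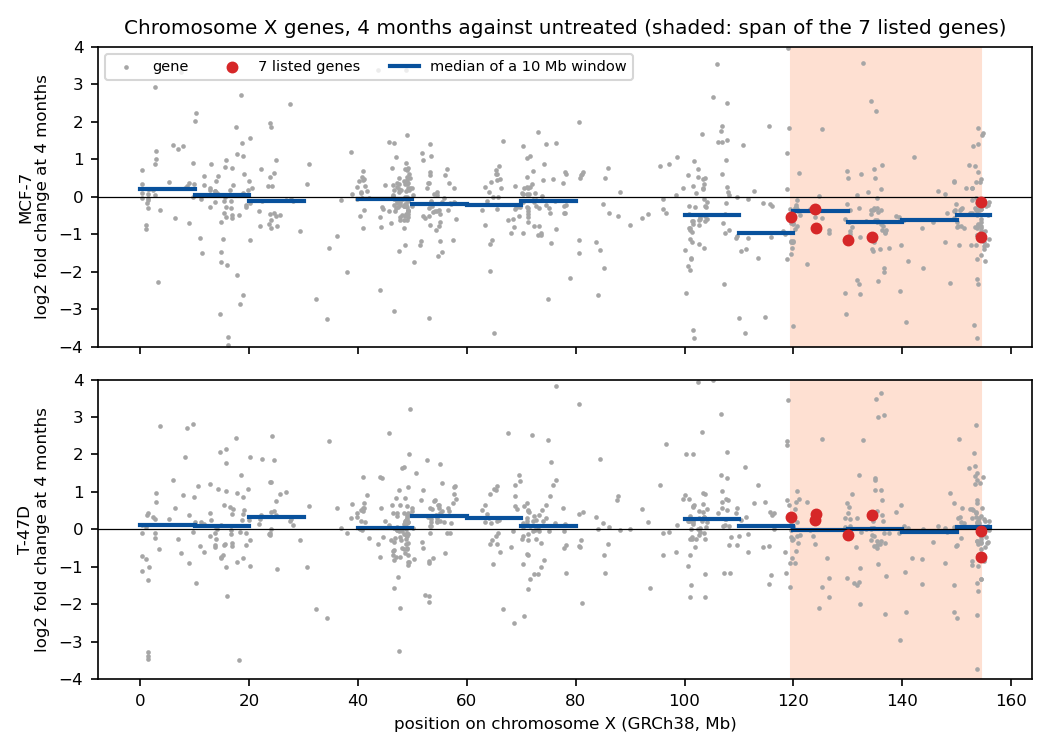
Log2 fold change at 4 months against untreated for each tested chromosome X gene, by position in Mb, in MCF-7 and T-47D cells. In MCF-7 cells the 297 long-arm genes from 100 Mb lie at a median of -0.58 relative to autosomes and the 118 long-arm genes before it at -0.13, and the axis from -4 to 4 leaves out 25 MCF-7 and 22 T-47D genes.

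At 2 months, MCF-7 cells already carried most of the 4-month profile. Relative to untreated cells, 5387 genes were higher and 5671 lower, and 2400 were higher and 1872 lower at least 2-fold. Of the 4389 genes changed at least 2-fold at 4 months, 4345 (99.0%) had the same sign at 2 months, 3920 (89.3%) were also called in that direction and 8 in the opposite one. In simulated unchanged groups against the same untreated libraries, 81.1% of as many top-ranked genes shared their sign. The shared controls alone can thus give a high share where no gene changes. Across genes, the 2 sets of fold changes had a Pearson correlation of 0.928 and a covariance of 1.67. The simulated groups gave 0.483 and 0.0586, and genes are not independent replicates, so part of the correlation may come from the shared controls. In covariance that part was small, at most 0.0623 in the simulation against 1.67 observed. Only random spread between libraries was simulated, not a state common to both untreated libraries. The 4-month and 2-month calls shared 1976 higher and 1503 lower genes, where independent lists would share 314.9 and 198.6. The simulated groups had a mean of 0 calls at 4 months, so their shared count of 0 sets no expectation for this overlap.

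ESR1 in MCF-7 stood at 272.7 ± 4.9 CPM at 2 months (-0.74). PGR was down to 2 counts (1361-fold lower, 95% counting interval 376.3 to 11240), GREB1 to 6.143 ± 0.232 CPM, and TFF1 (-1.47) and AREG (-2.24) fell. FOXA1 had risen (0.98), GATA3 had not passed (-0.04, adjusted p = 0.462), and AR (-0.69) and XBP1 (-1.21) had fallen. EGFR (3.79), ERBB2 (1.49), CCN2 (2.69), CCN1 (0.79) and CCND1 (0.19) had risen. MKI67 (-1.48), FOXM1 (-1.04), DUSP6 (-0.89), YAP1 (-0.23) and TEAD4 (-0.39) had fallen. The largest rises were in SYT16, LUM, HSD17B13, a lipid droplet enzyme gene (710.8-fold, 95% counting interval 127.1 to 28120), PSCA and AMTN. The largest falls were in IFI44L (at least 1443-fold), IFI44, RAMP3, an adrenomedullin receptor subunit (2830-fold, 507.6 to 111800), PGR and IGSF1, a pituitary membrane protein gene (1212-fold, 414.4 to 5878).

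Of the 31 lists, 6 were higher and 9 lower in MCF-7 at 2 months. The ERα-induced (1 up, 18 down of 20, median -1.55), ERα-repressed (14 up of 14, median 2.23), S-phase (1 up, 29 down of 30, median -1.17) and interferon (1 up, 27 down of 29, median -4.35) lists kept their call with an estimated correlation, at adjusted p = 0.0263, 0.0263, 0.0263 and 0.0359. The luminal transcription factors (4 up, 6 down of 14, median -0.14, adjusted p = 0.327) and the MAPK targets (6 up, 2 down of 9, median 0.87, adjusted p = 0.103) had not passed at this time. Adjusted over the list alone, 28 interferon-stimulated genes were lower and the other counts were the same. The ERα, luminal and MAPK lists come from the study, and none is independent evidence of its direction.

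**Figure D2:**
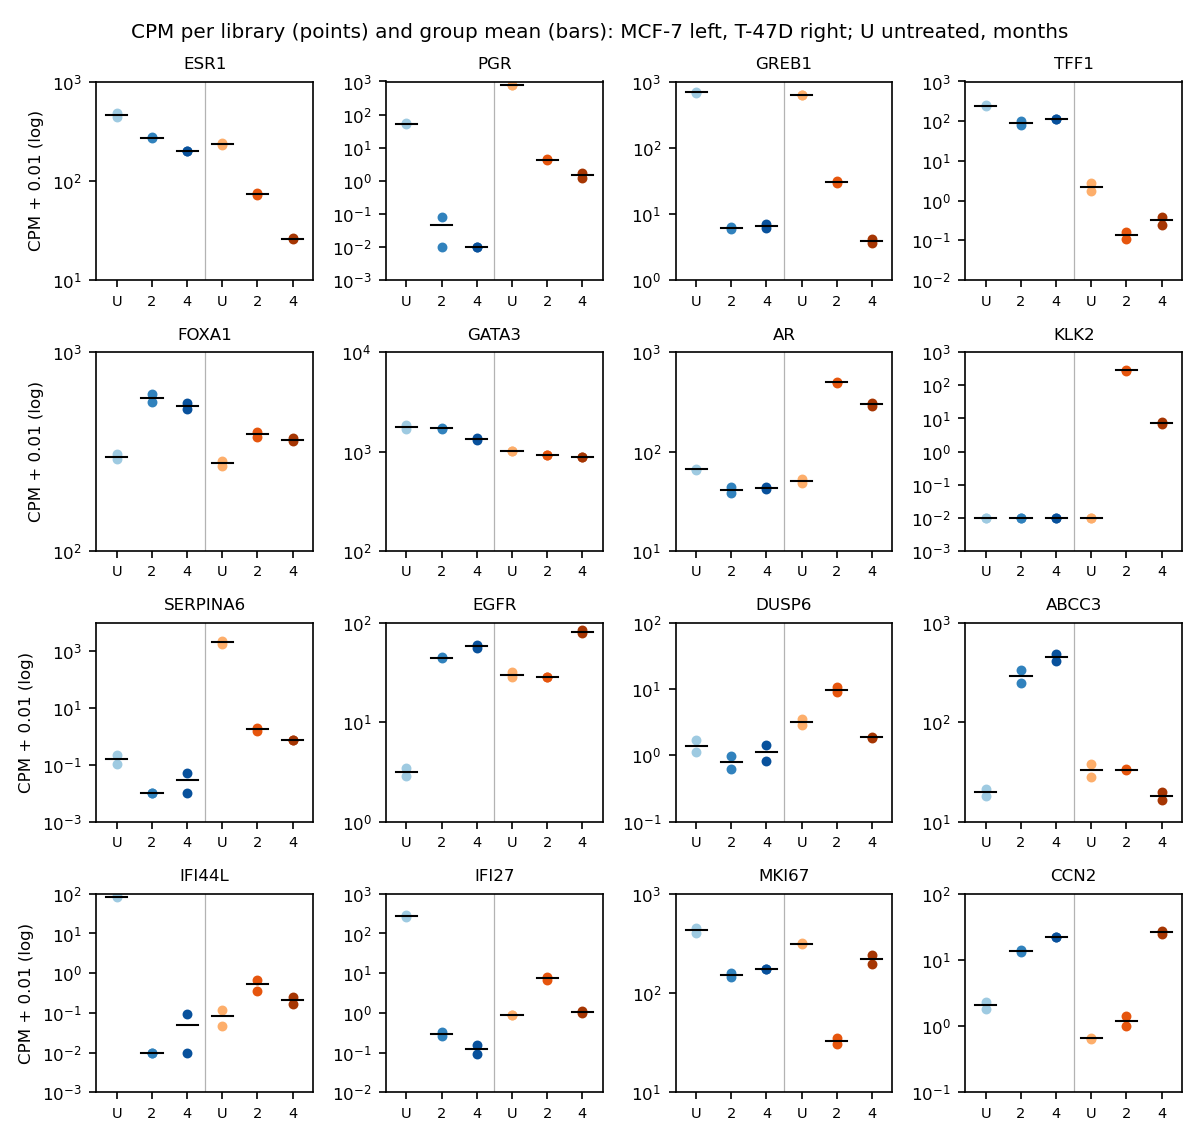
CPM + 0.01 on a log axis in each of the 12 libraries for 16 genes, 1 panel per gene, with 2 points per group. PGR falls from 53.7 CPM in untreated MCF-7 and 796 CPM in untreated T-47D cells to 0 and 1.45 CPM at 4 months, and EGFR rises to 58.0 and 81.9 CPM.

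Between 2 and 4 months MCF-7 cells changed far less, and the comparison asks what is particular to the later state. In all, 1141 genes were higher and 946 lower, 250 and 204 of them at least 2-fold. Both the higher and the lower count fell when either 4-month library was left out. Such a fit leaves 1 library in that group, so lost power cannot be told apart from dependence on 1 library. DIO2, which activates thyroid hormone, rose from 12.91 ± 1.49 to 215.8 ± 1.1 CPM (4.06), and PLS3, an actin bundler (3.52), VGLL3, a TEAD cofactor (3.14), PTGES, a prostaglandin synthase (3.12), and AREG (2.71) followed. PCSK2, a prohormone convertase of endocrine cells, fell from 38.35 ± 4.59 to 0.9761 ± 0.135 CPM (-5.28), and GFRA1 (-4.43), the kinase gene DCLK1 (-4.24), PCDH10, a protocadherin (-3.44), and NECAB1, a neuronal calcium binding protein gene (-2.87), fell. ESR1 (-0.46) and GATA3 (-0.34) fell further, and XBP1 (0.53), EGFR (0.37), CCND1 (0.34), TFF1 (0.34) and CCN2 (0.70) rose. PGR, GREB1, FOXA1, AR, FOXM1, MKI67, DUSP6, ERBB2, YAP1, TEAD4 and CCN1 did not pass.

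Of the lists, 9 rose and 2 fell in MCF-7 from 2 to 4 months, and 0 were kept with an estimated correlation. MAPK targets rose most clearly (6 up, 0 down of 9, median 0.80, adjusted p = 2.76e-07, and adjusted p = 0.254 with an estimated correlation). S-phase genes regained a little (11 up of 30, 15 adjusted over the list alone, median 0.19, adjusted p = 9.62e-07, and adjusted p = 0.19 with an estimated correlation). Luminal transcription factors fell (1 up, 6 down of 14, 8 down adjusted over the list alone, median -0.23, adjusted p = 0.000664, and adjusted p = 0.322 with an estimated correlation).

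In T-47D cells at 4 months ERα-induced genes also fell, but interferon, androgen-responsive, Wnt, basal, mesenchymal and TGF-beta genes rose. None of these rises kept its call with an estimated correlation (adjusted p = 0.318, 0.0948, 0.108, 0.108, 0.108 and 0.185 in that order). Relative to untreated cells, 6045 genes were higher and 5735 lower, and 2158 were higher and 2605 lower at least 2-fold. ESR1 fell from 233.5 ± 5.77 to 26.17 ± 0.496 CPM (-3.16 ± 0.07 SE, adjusted p = 6.13e-17, both libraries lower), PGR from 796.5 ± 2.24 to 1.453 ± 0.319 CPM (-9.09), and GREB1 from 629.2 ± 3.17 to 3.87 ± 0.386 CPM (-7.35). TFF1, low in this line (-2.79), and AREG (-4.93) fell. Of the 20 ERα-induced genes, 19 fell and 0 rose, also adjusted over the list alone (median -3.16, adjusted p = 9.42e-14, kept with an estimated correlation at 0.0276), among them OLFM1 (-6.14) and IGFBP4 (-3.91). Of the 14 ERα-repressed genes, 10 rose and 4 fell, also adjusted over the list alone (median 1.21, adjusted p = 0.00402, and adjusted p = 0.185 with an estimated correlation), with EGLN3 (6.06), BAMBI (3.31), CCNG2 (2.59) and BCAS1 (2.30). Both lists come from the study, and neither count is independent evidence of its direction.

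In T-47D cells at 4 months AR RNA and most genes of the androgen-responsive list were higher. AR (ENSG00000169083, chromosome X, 67544021 to 67730619) went from 51 ± 3.63 to 300.5 ± 15.9 CPM (2.56), and 20 of 23 androgen-responsive genes rose and 1 fell, also adjusted over the list alone (median 1.57, adjusted p = 2.44e-08, and adjusted p = 0.0948 with an estimated correlation). NDRG1 (6.66), PIP, a secretory protein of apocrine cells (2.64), TMPRSS2 (2.21) and HERC3, a ubiquitin ligase (1.57), rose. KLK3 and KLK2, prostate kallikrein genes driven by AR that are close paralogs and may share reads, rose from no count by at least 589.5-fold and 137.2-fold. Of the 14 luminal transcription factors, 5 rose and 8 fell, also adjusted over the list alone, from a study list that is not independent evidence of its direction (median -0.31, adjusted p = 0.155). FOXA1 (0.39) and, outside the naming rule, CREB3L4 (2.02), a secretory cell factor, rose. RARA (-2.68), GATA3 (-0.21) and XBP1 (-0.41) fell.

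Of the pathways named by the study, Wnt/beta-catenin targets rose in T-47D (12 up, 0 down of 17, adjusted p = 0.000504, and adjusted p = 0.108 with an estimated correlation), with APCDD1 (3.56), the transcription factor gene TCF4 (3.09), EPHB2, an ephrin receptor (1.99), and RNF43 (1.95). YAP/TAZ-TEAD targets rose (16 up, 7 down of 25, median 0.90, adjusted p = 0.00556, and adjusted p = 0.318 with an estimated correlation), with CCN2 (5.30), CCN1 (2.18), ASAP1, an Arf regulator (1.36), and IGFBP3 (47.4-fold, 95% counting interval 12.8 to 397), although YAP1 (-0.18) and TEAD4 (-0.26) fell. IL2/STAT5 targets did not pass (11 up, 4 down of 16, median 0.91, adjusted p = 0.167), though TNFRSF21 (2.76) and IL4R (1.68) rose. MAPK targets did not pass either (4 up, 4 down of 9, median 0.04, adjusted p = 0.79), and DUSP4 (-0.49), DUSP6 (-0.76) and CCND1 (-0.36) fell while EPHA2 rose (2.61). These counts were alike adjusted over the list alone, and the MAPK list is the study's and not independent evidence of its direction. The other pathway lists here were written for pathways the study names and are not independent evidence either. EGFR (1.44) and ERBB2 (136.7 ± 1.32 to 873.5 ± 4.18 CPM, 2.68) rose within a kinase list that did not pass (14 up, 8 down of 27, 15 up and 9 down adjusted over the list alone, median 0.42 and mean -0.06, adjusted p = 0.155).

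For further lists in T-47D at 4 months, counts are over all genes tested and the same adjusted over the list alone except where a second count follows. Past the test were basal markers (17 up, 0 down of 20, median 1.45, adjusted p = 1.56e-05, and adjusted p = 0.108 with an estimated correlation) and mesenchymal genes (15 up, 2 down of 23, median 1.34, adjusted p = 0.000504, and adjusted p = 0.108 with an estimated correlation). So were TGF-beta targets (15 up, 3 down of 20, median 0.95, adjusted p = 0.000115, and adjusted p = 0.185 with an estimated correlation) and epithelial junction genes (23 up, 2 down of 25, median 0.68, adjusted p = 1.87e-07, and adjusted p = 0.163 with an estimated correlation). Among them, TRIM29, a basal keratinocyte gene (4.25), CAV1, which forms caveolae (3.19), FN1, the fibronectin gene (4.44), TGFBI (6.52), SMAD3, a TGF-beta transducer (1.66), and ELF3, an epithelial ETS factor (2.92), rose. Interferon-stimulated genes rose (14 up, 3 down of 29, 13 up adjusted over the list alone, median 0.72, adjusted p = 0.00517, and adjusted p = 0.318 with an estimated correlation), including IFI6 (2.60) and PARP14, an antiviral ADP-ribosyltransferase (1.48). MHC class I genes rose (10 up, 3 down of 15, median 0.62, adjusted p = 0.0079, and adjusted p = 0.185 with an estimated correlation), including HLA-A (1.57). NF-kB targets (12 up, 3 down of 16, median 0.90, adjusted p = 0.00466, and adjusted p = 0.185 with an estimated correlation) included the chemokine gene CCL2 (3.04), and immediate early and heat shock genes (15 up, 2 down of 21, median 0.87, adjusted p = 0.000504, and adjusted p = 0.163 with an estimated correlation) FOSL2, an AP-1 subunit (2.45), and KLF4 (1.88).

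Cholesterol biosynthesis genes rose in T-47D at 4 months (16 up, 4 down of 24, 17 up adjusted over the list alone, median 0.38, adjusted p = 0.00439, and adjusted p = 0.318 with an estimated correlation), with SQLE, a rate-setting enzyme, and DHCR24, which catalyses a late step to cholesterol. Against this direction, STARD4 of the same list fell from 59.63 and 54.69 CPM to 16.95 and 18.71 CPM. Drug efflux and conjugation genes rose (16 up, 4 down of 22, 5 down adjusted over the list alone, median 1.93, and 1.91 with genes near 0 at their bounds, adjusted p = 0.00906, and adjusted p = 0.108 with an estimated correlation), with ABCC4 (2.52). The efflux pump ABCG2 fell (-1.57). Hypoxia and glycolysis genes rose (14 up, 5 down of 27, median 0.15, adjusted p = 0.0379, and adjusted p = 0.541 with an estimated correlation), though CA12 (-1.72) and PFKFB3, a glycolytic regulator (-2.56), fell. G2/M genes fell (1 up, 24 down of 30, median -0.42, adjusted p = 2.85e-06, and adjusted p = 0.185 with an estimated correlation), with CDK1 (-0.31), AURKB (-0.46), FOXM1 (-0.29) and MKI67 (-0.52) among them. The CDK1 fall was lost once the trend over GC content and length was removed (0.0102). Not past the test were S-phase genes (7 up, 14 down of 30, 15 down adjusted over the list alone, adjusted p = 0.155), oxidative phosphorylation (3 up, 14 down of 28, adjusted p = 0.155), p53 targets (9 up, 6 down of 24, adjusted p = 0.317) and the unfolded protein response (13 up, 10 down of 26, adjusted p = 0.61). Nor were MYC targets (10 up, 8 down of 31, adjusted p = 0.598), neuroendocrine markers (3 up, 4 down of 9, adjusted p = 0.623) or fibroblast markers (2 up, 3 down of 5, adjusted p = 0.624), and the same held for leukocyte markers (2 up, 0 down of 5, adjusted p = 0.623), endothelial markers (3 up, 1 down of 6, adjusted p = 0.598) and the chromosome X list (4 up, 1 down of 7, adjusted p = 0.623).

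The largest rises in T-47D at 4 months were again in genes near 0 before treatment. BPIFB1, a secreted airway protein gene, rose from 3 counts to 873.2 ± 0.963 CPM (ratio 16230, 95% counting interval 5553 to 78700), and FABP7, a fatty acid carrier of brain and breast, from 1 count (7185, 1289 to 283800). MXRA5, a matrix remodelling gene, and BPIFA2, a salivary protein gene, rose from no count by at least 2441-fold and 206.5-fold. TFAP2B, a transcription factor of mammary epithelium (0.2518 ± 0.105 to 445.2 ± 9.8 CPM, 10.75), GABRQ, a GABA receptor subunit (9.66), and CNTN6, a neuronal adhesion gene (9.18), complete the 8 with KLK3. The largest falls were in SERPINA6, the corticosteroid-binding globulin gene (2070 ± 250 to 0.7241 ± 0.00663 CPM, -11.44), PGR, PDZK1, an estrogen-induced scaffold (-8.28), AGR3, a luminal disulphide isomerase (-8.12), GATA4 (210.1-fold lower, 71.6 to 1022) and EREG, an EGFR ligand (272.6-fold lower, 92.95 to 1324), SUSD3, an estrogen-dependent surface protein gene (-7.64), and CCDC170, the neighbour of ESR1 (-7.50).

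At 2 months T-47D cells showed the widest change of the series. Here 6372 genes were higher and 6573 lower, and 2799 were higher and 3619 lower at least 2-fold. The split depended on scaling: with library totals alone 4279 were higher and 9024 lower (32.2% higher in place of 49.2%), with the median of all genes shifted by -0.34. Of the 4763 genes changed at least 2-fold at 4 months, 4437 (93.2%) had the same sign at 2 months, 3877 (81.4%) were also called in that direction and 121 in the opposite one. In simulated unchanged groups with the same controls, 80.3% of as many top-ranked genes shared their sign. Across genes the correlation was 0.773 and the covariance 1.68, against 0.466 and 0.0529 for the simulated groups, so part of the correlation may come from the shared controls. In covariance that part was again small, at most 0.0557 in the simulation, which covered only random spread between libraries. The calls shared 1377 higher and 1991 lower genes, where independent lists would share 326.6 and 509.7. The simulated groups again had a mean of 0 calls at 4 months, so their shared count of 0 sets no expectation here.

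ESR1 stood at 73.43 ± 2.92 CPM in T-47D at 2 months (-1.67), and PGR (-7.51), GREB1 (-4.38), TFF1 (-3.89) and AREG (-4.10) had fallen. AR had reached 496.4 ± 1.47 CPM (3.28), KLK3 962.3 ± 16.6 CPM (at least 17890-fold) and KLK2 288.9 ± 15.2 CPM (at least 5375-fold), and PIP had risen by 5.73. MKI67 was at 33.29 ± 3.16 CPM (-3.25) and FOXM1 fell (-1.29). XBP1 (0.98), DUSP6 (1.62), ERBB2 (2.67), FOXA1 (0.49), CCN1 (1.05) and CCN2 (0.88) rose. GATA3 (-0.14), CCND1 (-0.21), YAP1 (-0.28) and TEAD4 (-0.42) fell, and EGFR did not pass (-0.09, adjusted p = 0.369). Beside KLK3, KLK2, FABP7, BPIFB1 and MXRA5 (at least 1099-fold), which rose most, SERPINA6, PDZK1, SUSD3, TNNI2, a muscle troponin gene (812.8-fold lower, 95% counting interval 145.6 to 32130), and EGR3, an estrogen-induced early gene (at least 136.5-fold lower), fell most.

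Of the lists, 11 rose and 3 fell in T-47D at 2 months. ERα-induced genes fell (1 up, 19 down of 20, median -2.80, adjusted p = 2.42e-10) and androgen-responsive genes rose (22 up, 1 down of 23, median 2.60, adjusted p = 3.26e-11), both kept with an estimated correlation (adjusted p = 0.0429 for each). G2/M genes (0 up, 30 down of 30, median -1.21, adjusted p = 9.62e-15, and adjusted p = 0.0818 with an estimated correlation) and S-phase genes (1 up, 25 down of 30, median -0.59, adjusted p = 2.8e-06, and adjusted p = 0.0782 with an estimated correlation) fell. Interferon-stimulated genes (25 up, 2 down of 29, median 1.60, adjusted p = 3.88e-06, and adjusted p = 0.137 with an estimated correlation), oxidative phosphorylation (25 up, 1 down of 28, median 0.44, adjusted p = 1.28e-05, and adjusted p = 0.315 with an estimated correlation) and the unfolded protein response (20 up, 2 down of 26, median 0.72, adjusted p = 2.53e-06, and adjusted p = 0.0969 with an estimated correlation) rose. YAP/TAZ-TEAD (11 up, 10 down of 25, adjusted p = 0.976) and Wnt targets (7 up, 5 down of 17, adjusted p = 0.45) did not pass. Adjusted over the list alone, 21 unfolded protein response genes were higher and the other counts were the same. The ERα-induced list is the study's and its count is not independent evidence of its direction.

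Between 2 and 4 months T-47D cells changed broadly, unlike MCF-7 cells. In all, 5621 genes were higher and 5028 lower, 2095 and 1466 of them at least 2-fold, and with library totals alone the split was 7859 and 3323 (70.3% higher in place of 52.8%, median shift 0.24). MKI67 (2.73) and FOXM1 (123.4 ± 1.52 to 246.8 ± 0.0789 CPM) rose. All 30 G2/M genes and 26 of 30 S-phase genes rose (medians 0.83 and 0.43, adjusted p = 1.1e-13 and 3.86e-06, and adjusted p = 0.0964 with an estimated correlation for each), while 16 of 23 androgen-responsive genes fell and 3 rose (median -1.42, adjusted p = 9.52e-09, and adjusted p = 0.0964 with an estimated correlation). YAP/TAZ-TEAD targets, which had not passed in the first interval, rose (18 up, 1 down of 25, median 0.83, adjusted p = 9.26e-06, and adjusted p = 0.175 with an estimated correlation), with CCN2 (4.42) and CCN1 (1.13). Luminal transcription factors fell (0 up, 11 down of 14, median -0.75, adjusted p = 5.45e-06, and adjusted p = 0.16 with an estimated correlation), among them ESR1 (-1.49), AR (-0.73) and XBP1 (-1.39). EGFR rose (1.53) and DUSP6 fell (-2.39).

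COL5A1, a fibrillar collagen gene, P3H2, which modifies collagen (5.85), BPIFA2 (5.79), LDHB, a lactate dehydrogenase gene (5.65), and BGN, a matrix proteoglycan (4.94), rose most in T-47D from 2 to 4 months. SEMG1 and SEMG2, seminal fluid genes and paralogs (at least 272.8-fold lower and -6.10), CST4, a salivary cystatin (-6.47), SIGLEC6 (-5.86) and KLK2 (-5.29) fell most. FOXA1, GATA3 and ERBB2 did not pass, and CCND1 fell (-0.16). With library totals alone the sign of FOXA1, GATA3 and CCND1 turned positive (0.15, 0.18 and 0.0883). Interferon (0 up, 18 down of 29, median -0.74, adjusted p = 8.51e-05, and adjusted p = 0.186 with an estimated correlation), unfolded protein response (0 up, 22 down of 26, median -0.49, adjusted p = 9.52e-09, and adjusted p = 0.0964 with an estimated correlation) and oxidative phosphorylation genes (0 up, 26 down of 28, median -0.61, adjusted p = 2.53e-10, and adjusted p = 0.175 with an estimated correlation) fell. The mitochondrial share of counts went from 7.19% and 7.25% at 2 months to 1.75% and 1.87% at 4 months. Longer genes rose relative to shorter ones across genes (Spearman 0.264).

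**Figure D3:**
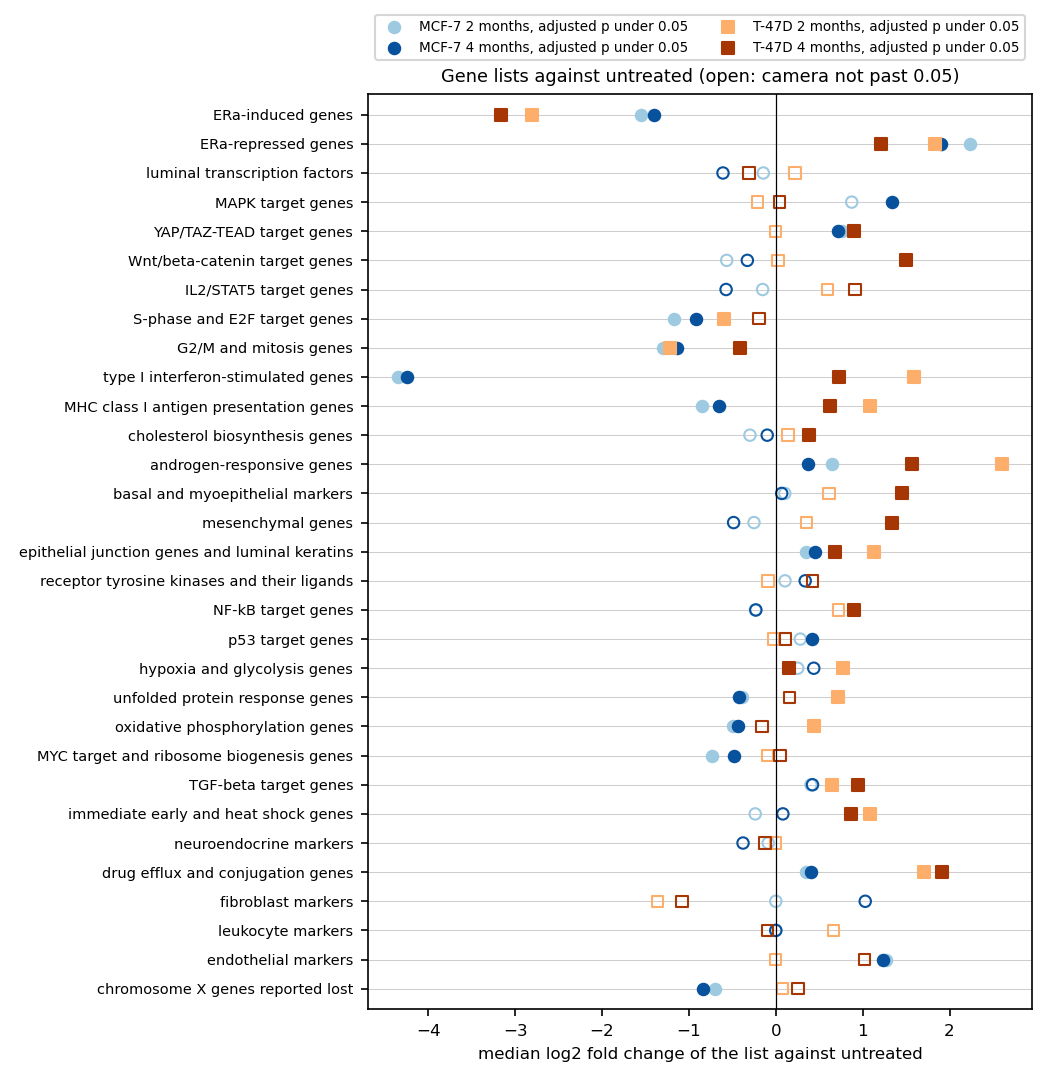
Median log2 fold change of each of the 31 gene lists, for each treated group against the untreated cells of its line. Genes with counts too low for a fold enter at their bounds. Interferon-stimulated genes lie at -4.25 in MCF-7 and 0.72 in T-47D cells at 4 months, and ERα-induced genes at -1.40 and -3.16.

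The 2 lines shared part of their response at 4 months. Among genes changed at least 2-fold, 677 were higher in both (283.2 if independent, odds ratio 3.81, Fisher exact p = 5.69e-126) and 504 lower in both (276.3, odds ratio 2.38, Fisher exact p = 1.72e-47). Genes are not independent replicates, so these p-values do not measure how the overlap would vary between cultures. Another 295 were higher in MCF-7 and lower in T-47D (341.8 if independent), and 232 the reverse (228.9 if independent). Across genes the 2 sets of fold changes had a correlation of 0.215. At 2 months 681 were higher and 670 lower in both (363.2 and 366.3 if independent). Shared falls included PGR, GREB1, OLFM1, PDZK1 and CCDC170, and shared rises EGFR, ERBB2, PSCA, BPIFB1, VGLL1 and CCN2.

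**Figure D4:**
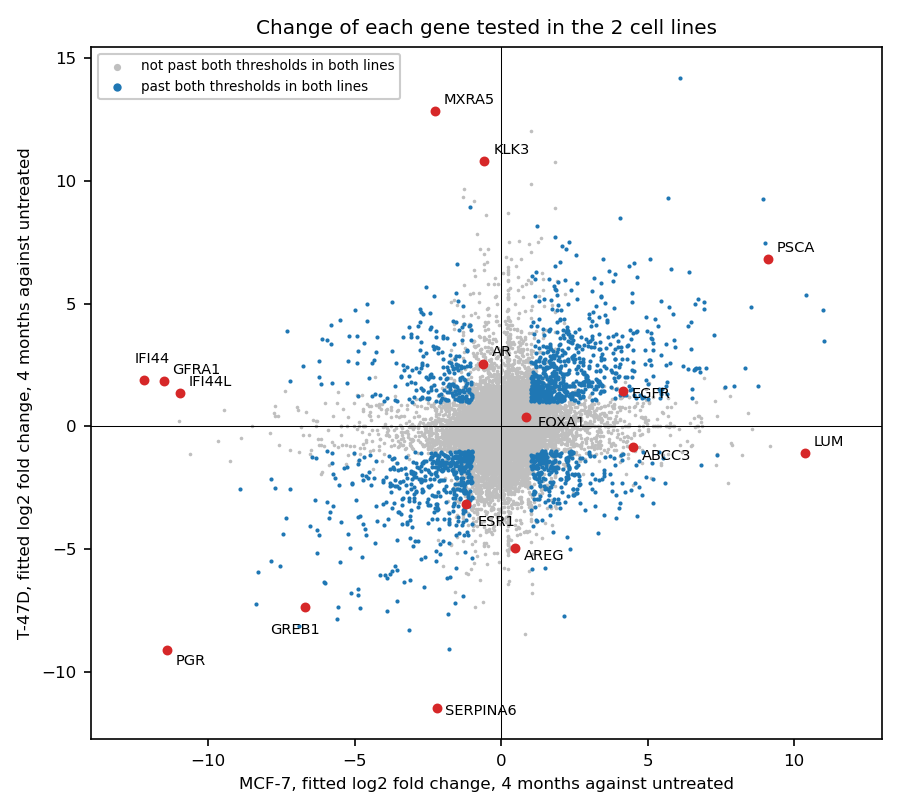
Log2 fold change at 4 months against untreated in MCF-7 (x axis) and T-47D cells (y axis), 1 point per tested gene, from the fit, so that values of genes at 0 depend on its prior count. Of the genes changed at least 2-fold, 677 are higher and 504 lower in both lines.

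Tested directly, the change from untreated to 4 months differed at least 2-fold between the lines for 5657 genes, 3174 with a higher and 2483 with a lower change in MCF-7. Of the lists, 2 had a higher and 14 a lower change in MCF-7, and 0 were kept with an estimated correlation. Interferon-stimulated genes differed most (0 higher, 27 lower of 29, median difference -4.96, adjusted p = 2.19e-16, and adjusted p = 0.0535 with an estimated correlation). Next in size were Wnt targets (2 higher, 11 lower of 17, median -1.54, adjusted p = 0.00261, and adjusted p = 0.117 with an estimated correlation), mesenchymal genes (1 higher, 12 lower of 23, median -1.47, adjusted p = 0.000674, and adjusted p = 0.191 with an estimated correlation) and MHC class I genes (0 higher, 15 lower of 15, median -1.06, adjusted p = 3.45e-07, and adjusted p = 0.0535 with an estimated correlation). ERα-induced genes (13 higher, 4 lower of 20, median 0.84, adjusted p = 0.00507, and adjusted p = 0.191 with an estimated correlation) and MAPK targets (5 higher, 1 lower of 9, 6 higher adjusted over the list alone, median 0.84, adjusted p = 0.0432, and adjusted p = 0.472 with an estimated correlation) had the higher change in MCF-7. Both lists are the study's and neither count is independent evidence of its direction. At 2 months 3887 genes had a higher and 2959 a lower change in MCF-7 by at least 2-fold. Over all calls the split was 5953 and 5776, and 7849 and 4053 with library totals alone (66.0% higher in place of 50.8%, median shift 0.33).

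Signature scores over the 12 libraries, given without a test, followed the same course. The mean ERα-induced score went from 0.69 to -0.45 and -0.42 in MCF-7 and from 1.17 to -0.36 and -0.63 in T-47D cells at 2 and 4 months. The luminal transcription factor score went from 0.16 to 0.05 and -0.26 in MCF-7 and from 0.10 to 0.35 and -0.40 in T-47D. The MAPK score went from -0.29 to 0.19 and 1.01 in MCF-7 and from -0.30 to -0.42 and -0.18 in T-47D, and the ERα-repressed score from -0.88 to 0.68 and 0.60 and from -0.77 to 0.26 and 0.12.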

Values the study reported

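In the paper, both lines were made resistant by growth in 100 nM giredestrant for 4 months. Estrogen receptor activity is described there as already low in the first months, with luminal factors declining later. The resistant MCF-7 cells are reported to gain MAPK activity strongly and TEAD and Wnt activity modestly. The resistant T-47D cells are reported to gain TEAD, Wnt and IL2/STAT5 signals without MAPK. The paper also reports a deletion in the resistant MCF-7 cells that takes 19 cancer-associated genes on chromosome X.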

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

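Of the tests named below, only that of leukocytes was written after the result was seen, and the removal of the trend over GC content and length was added after seeing the data. All differences between the lines come from 1 contrast of their changes from untreated cells.

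Interferon-stimulated and antigen presentation genes moved apart in the 2 lines. The median difference was -4.96 at 4 months and -5.10 at 2 months for the interferon list, and -1.06 and -1.63 for MHC class I genes (camera adjusted p = 0.0535 at 4 months and adjusted p = 0.0656 at 2 months with an estimated correlation, for each list). In MCF-7 the summed level of the interferon list fell from 4362 ± 394.6 CPM to 450.1 ± 3.484 CPM at 4 months, while in T-47D cells it rose from 517.7 ± 22.37 to 917 ± 6.17 CPM. Removing the trend over GC content and length left the interferon list's median in MCF-7 at -4.36 (bootstrap interval over genes -5.93 to -3.07). This test could hardly fail, since the GC trend was small. At 4 months the median fold change was -0.33 in genes of lowest and 0.13 in genes of highest GC content. The lower untreated library lay 7.9-fold above the highest treated one, so 1 aberrant untreated library was excluded. A handling or culture problem common to both untreated libraries was not. Leukocyte markers summed to 1.87 CPM in untreated and 2.203 CPM in 4-month cells, so they were no higher in untreated cells. The leukocyte test was written after this result was seen and is not an independent test. That treatment, or outgrowth of cells without an interferon program, lowered the interferon list is a hypothesis left untested. So is a transient state of the untreated MCF-7 cultures, which would look the same here.

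Genes of the distal long arm of chromosome X were lower in MCF-7 cells. The long arm lay at -0.42 relative to autosomes (bootstrap interval over genes -0.52 to -0.32) and the 7 genes named by the study at -0.83, which a lower copy number predicted, although the interval spans the bound set for that test. A trend over GC content and length was excluded, since the segment between the 7 genes stayed at -0.55 (-0.67 to -0.47) without it, although the 7 genes themselves moved from -0.83 to -0.54 relative to autosomes. Copy number was not analysed here, and other causes of lower expression along the segment could give the same shift of the segment (-0.56, and -0.55 without that trend).

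Cell-cycle genes were low in T-47D cells at 2 months and higher again at 4 months. Neither call was kept with an estimated correlation (camera adjusted p = 0.0782 for S-phase and adjusted p = 0.0818 for G2/M genes at 2 months, and adjusted p = 0.0964 for each from 2 to 4 months). Removing the trend over GC content and length left the S-phase median at 2 months at -0.57 (bootstrap interval over genes -0.82 to -0.37). The median passed the bound set for the test, but the interval spans that bound, so a part played by the trend was not excluded. The test did not cover G2/M genes or the rise from 2 to 4 months. Slower growth under the drug followed by recovery is a biological hypothesis that was not tested, and the density of the cultures at harvest is not recorded in the labels.

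Among ERα genes, ESR1 fell less in MCF-7 than in T-47D cells (difference 1.95 at 4 months), as did TFF1 (1.66), while AREG rose in MCF-7 and fell in T-47D (5.399). PGR also differed (adjusted p = 0.0102 by limma-voom), at counts too low for a fold. AR differed by -3.18, EGFR by 2.72, ERBB2 by -1.06, and the YAP/TAZ-TEAD targets CCN2 and CCN1 by -1.91 and -1.42. GFRA1, a GDNF receptor gene, fell in MCF-7 and rose in T-47D (-13.38). With limma-voom, LUM (adjusted p = 1.52e-09), EREG (adjusted p = 3.52e-08), SERPINA6 (adjusted p = 6.97e-07), GPR78, an orphan receptor gene (adjusted p = 1.37e-07), and AMTN (adjusted p = 5.54e-08) had the higher change in MCF-7. MXRA5 (adjusted p = 1.11e-08), IFI44 (adjusted p = 1.93e-10), IFI44L (adjusted p = 7.53e-09) and KLK3 (adjusted p = 4.76e-08) had the lower change there by limma-voom, and no fold is given for these genes because 1 or more groups had 3 counts or fewer.

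Other lists differed too. At 4 months Wnt/beta-catenin targets (-1.54) and mesenchymal genes (-1.47) had the lower change in MCF-7. At 2 months this held for androgen-responsive genes (-1.45), hypoxia and glycolysis (-1.26), oxidative phosphorylation (-1.08) and immediate early and heat shock genes (-1.19). In the contrasts between lines 0 of the 31 lists kept their call with an estimated correlation, at either time. Over all genes, 3174 had a higher and 2483 a lower change in MCF-7 by at least 2-fold at 4 months, and 3887 and 2959 at 2 months.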

How the results depend on the processing

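Most values for genes and lists stayed the same over the alternatives: of the values for 430 pairs of named gene and comparison, 10061 stayed the same, 113 weakened, 35 strengthened and 6 reversed, and of those for gene lists 5511 stayed, 160 weakened, 114 strengthened and 4 reversed. Of the 160 weakened list values, 107 came from camera with an estimated correlation, which lost most list calls. The 141 list values that stayed the same with it include lists without a call in the main test. The 10061 include 38 values of genes that had not passed, whose sign changed. Genes changed in the same direction stayed shared beyond independence in all 12 values, but with adjusted p alone, which calls smaller changes, the odds ratio between lines at 4 months fell from 3.81 to 2.553 for higher genes. Genes lower in MCF-7 and higher in T-47D then numbered 1539 where 1897 would be shared if independent, against 232 and 228.9 for changes of at least 2-fold. Of the gene counts, 12 moved and 736 did not. Signature scores were less stable: 30 moved, 3 reversed and 15 stayed the same. No paired analysis was possible because the labels do not number the replicates or link the libraries of different groups. The cause of each difference below was not tested unless it is stated.

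The comparison of 4 with 2 months in MCF-7 gave 732 genes higher and 592 lower with the libraries of the compared groups only. When each library was left out in turn, its higher count ranged from 670 to 1166, its lower count from 444 to 1061 and its count lower at least 2-fold from 132 to 212. T-47D at 4 months had 1695 genes lower at least 2-fold with a mean of at least 1 CPM, a filter that tests fewer genes. With library totals alone T-47D at 2 months had 1773 genes higher at least 2-fold, T-47D at 4 against 2 months 3323 lower and 957 lower at least 2-fold, and the difference between lines at 2 months 1931 lower at least 2-fold, because TMM shifts all genes of a library by 1 factor. In T-47D from 2 to 4 months the signs of FOXA1 (0.15), GATA3 (0.18) and CCND1 (0.0883) reversed for the same reason.

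Removing the trend over GC content and length reversed 3 values: DHCR24, MCF-7 4 months against untreated (-0.02577), CDK1, T-47D 4 months against untreated (0.01016) and ERBB2 in T-47D from 2 to 4 months (-0.17), and the cause was not tested. The luminal transcription factor list in MCF-7 at 4 months passed with fry (adjusted p = 0.000316), without a filter (adjusted p = 0.00817) and with the trend removed (adjusted p = 0.029), and leaving out each library in turn gave camera adjusted p from 0.0378 to 0.0965. It also passed with fry in MCF-7 at 2 months (adjusted p = 0.0112) and in T-47D at 4 months (adjusted p = 4.97e-05) and 2 months (adjusted p = 0.00141). These passes are given without a direction, and the list's untested mean score rose in T-47D at 2 months. MAPK target genes in MCF-7 lost their call at 4 months with an estimated correlation (camera adjusted p = 0.257) and gained a call at 2 months with fry (adjusted p = 4.88e-05). The list, MAPK target genes, MCF-7 2 months against untreated, passed without a filter too (adjusted p = 0.03415). In T-47D at 4 months they passed with fry (adjusted p = 0.0131). ERα-repressed genes in T-47D lost their call with an estimated correlation at 4 months (camera adjusted p = 0.185) and 2 months (camera adjusted p = 0.09685).

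With fry the direction reversed for IL2/STAT5 targets in MCF-7 at 4 months (adjusted p = 0.000102) and 2 months (adjusted p = 0.00622), for mesenchymal genes in MCF-7 at 4 months (adjusted p = 0.0179), and for basal markers in the difference between lines at 2 months (adjusted p = 0.0351). The z-score taken within each line reversed the MAPK score of MCF-7 at 2 months (-0.18), T-47D at 4 months (0.25) and untreated T-47D (0.13), because each line is then centred on its own mean.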

Other observations

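The tests of interferon ligands, families, biotypes and 10 Mb windows below were chosen after seeing the data. Untreated MCF-7 cells expressed interferon genes themselves. IFNB1, which encodes interferon beta, had 133 counts over the 2 untreated libraries (89 and 44) and 0 in both treated groups, and IFNL1, which encodes a type III interferon, had 235 counts (152 and 83) against 1 at 2 months and 0 at 4 months. IFNL2 and IFNL3, close paralogs that may share reads, had 27 and 17 counts in untreated cells. In T-47D cells, where the interferon-stimulated genes rose, IFNL1 had 3, 10 and 2 counts without treatment, at 2 and at 4 months. What led the untreated MCF-7 cells to make these transcripts was not tested.

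Some gene families shifted together. In MCF-7 at 4 months genes for the large ribosomal subunit fell (40 of 46, median -0.46, adjusted p = 1.98e-06 by camera, and adjusted p = 0.611 with an estimated correlation), while in T-47D at 2 months they rose (31 of 46, 6 fell, median 0.70, adjusted p = 9.8e-05 by camera, and adjusted p = 0.76 with an estimated correlation). In MCF-7 at 4 months annexin genes, which bind membranes, rose (8 of 10, the other 2 fell, adjusted p = 0.0114, and adjusted p = 0.611 with an estimated correlation). In T-47D at 4 months all 13 protein genes of the mitochondrial genome fell (median -1.46, adjusted p = 8.4e-05 by camera, and adjusted p = 0.963 with an estimated correlation). SMAD genes, which carry TGF-beta signals, rose in T-47D at 4 months (8 of 8, median 0.95, adjusted p = 0.0387 by camera, and adjusted p = 0.963 with an estimated correlation). Long noncoding RNAs had medians of 0.25 and 0.28 in MCF-7 and -0.46 and -0.43 in T-47D cells at 4 and 2 months, against -0.04, -0.03, 0.05 and -0.01 for protein-coding genes. None of the 351 families kept its call with an estimated correlation.

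Some stretches of other chromosomes also moved together. Windows of 10 Mb were called at 0.4 or more from the autosomes in log2 fold change. They also needed an adjusted p under 0.05 against random sets of as many genes. Of 284 windows, 25 were called below and 6 above in MCF-7 at 4 months, 5 of the former on chromosome X, and 10 and 7 in T-47D. In MCF-7 these included chromosome 15 from 30 to 40 Mb (-0.79), chromosome 10 from 110 to 120 Mb (-0.70) and chromosome 3 from 110 to 120 Mb (0.62). In T-47D chromosome 7 from 20 to 50 Mb had 3 windows below (-0.49, -0.56 and -0.42). No window was called below in both lines at 4 months, and copy number was not analysed here. Among cancer-associated genes, the paper's exome data are reported to show no amplification in either resistant line and deletions only on chromosome X in MCF-7. Other genes, and copy changes below its cutoffs, are not covered by that report.

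The study describes most expression changes as present by 2 months. By the measure used here 89.3% of the genes changed at least 2-fold at 4 months in MCF-7 and 81.4% in T-47D were called in the same direction at 2 months. The study describes IL2/STAT5 activity as raised in T-47D cells, and on the hand-written list used here 11 of 16 genes rose, 4 fell, and the list did not pass with camera (adjusted p = 0.167). The mean signature score of that list, which was not tested, went in T-47D from -0.33 without treatment to 0.07 at 2 and 0.19 at 4 months. The labels do not say how long the untreated cells had been in culture, so whether time in culture differed between treated and untreated cells is open.

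Several limits apply. Each group had 2 libraries, which the study calls biological replicates and the labels do not number, the treated time points share untreated controls, and the highest simulated correlation from this sharing was 0.498 in MCF-7 and 0.49 in T-47D cells. Fold changes followed GC content in MCF-7 at 4 months (median -0.33 in the 10% of genes with the lowest content and 0.13 in the 10% with the highest, Spearman 0.156). In T-47D at 2 months this was weaker, with both ends below 0 (-0.38 and -0.19, Spearman 0.0523). Over transcript length, fold changes in T-47D at 4 months against untreated went from a median of -0.13 in the shortest 10% to 0.27 in the longest (Spearman 0.130).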
